A study of Mus musculus with 6 samples. Its data were reported in "Regulatory effects of the Uty/Ddx3y locus on neighboring chromosome Y genes and autosomal mRNA transcripts in adult mouse non-reproductive cells" (2020).

How the data were processed

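Cardiomyocytes were prepared by the authors from hearts of adult male mice (ventricles by the labels, whole hearts by the study's text) with the Uty gene trap or with the isogenic wild-type Y chromosome, and RNA was taken after 4 h in culture, with 3 isolations per strain. Per the labels and the study's methods, RNA was treated with DNase, ribosomal RNA was depleted, and stranded libraries were read as single 50-base reads. The authors processed base calls with CASAVA 1.4, aligned reads to GRCm38 with STAR 2.5.1b, counted reads per annotated Ensembl gene with featureCounts 1.6.0 and compared the strains with DESeq2 1.22.2; how multi-mapping reads and strand were set is not given in the sources used here. The libraries are not stated to have been pooled. The annotation used for coordinates, exon length and GC content was GENCODE M21 on GRCm38, which held 54165 of the 54232 deposited gene identifiers. Transcript class was taken from the deposited table.

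The deposited signal values are read counts per gene that the authors divided by a DESeq2 size factor of each library. This was checked on the values: in each of the 6 libraries, all values were whole multiples of the smallest value above 0 (tolerance 0.001), so that whole reads were recovered by division and used for depths, intervals and count-based tests. The same deposited table holds the authors' own DESeq2 comparison, with log2 fold changes and their standard errors, the Wald score of each gene, made by the authors as fold change over error, and p-values with adjusted p-values, made by the authors and empty where the tool gave none. DESeq2 run here on the recovered reads gave the same log2 fold changes as the authors' deposited table to within 2.32e-09. Apart from the counts that follow, no other value was taken from that comparison. The authors' deposited table has 602 genes higher and 866 lower at an adjusted p under 0.05 among 13643 genes with an adjusted p. Of the 1481 genes called here, 1267 were called in the authors' deposited table in the same direction, 214 were called here alone and 201 there alone. The 123 rows without a gene name held 0.00343% of the reads.

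Reads per library ranged from 28283654 to 48377453, and the median tested gene had between 221 and 433 reads in a library. Pairs of libraries of a group differed by more than sampling noise (chi-square per degree of freedom from 9.88 to 50.3), so each was counted as 1 replicate. Intervals and floors given for counts cover counting error only, since reads without molecular identifiers are not independent molecules.

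The following choices were made before the data were examined: the grouping by labels, the test, the filter, the thresholds, the gene lists, the rule for naming genes and the alternatives below, other than the 2 named as later. The study and its supplement, which lists genes that changed in these cells, had been read before the gene lists were written. Gene-trap libraries were compared with wild-type libraries with limma 3.58.1 (lmFit and eBayes with a variance trend) in R 4.3.3, on log2 of the normalized count with a pseudocount of 1. Genes with a mean of at least 10 normalized counts over all libraries were tested (13875), p-values were adjusted by Benjamini and Hochberg over all tested genes, and the threshold was 0.05. Log2 fold changes are gene trap over wild type, with the SE of limma, and "rose" and "fell" refer to genes past the threshold. Every p in the text is two-sided, except those of permutations, which are one-sided. Single-gene statistics without another tool's name are from limma.

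There were 36 gene lists with 1120 symbols, of which 1112 were in the table; they cover the Y- and X-linked homologs, stress and signalling responses, cardiomyocyte functions and markers of other cell types. Lists with at least 2 measured members (34) were tested with camera of limma at a preset inter-gene correlation of 0.01, adjusted over the lists, and repeated with an estimated correlation and with fry. For each list, members past the threshold were counted with p-values adjusted over all genes and adjusted over the list alone. Single genes were named by rule: the Y- and X-linked homologs, the intronic transcripts, Malat1 and Neat1; the 8 largest rises and 8 largest falls among genes past the threshold with a mean of at least 50, no overlap between groups and a symbol other than a predicted-gene, clone or pseudogene name; and, per list, up to 4 members with the smallest adjusted p and members that give a range. Lists share some genes, among them Sln, Tbx5, Bmp10, Acta1 and Nfil3, so their counts are not independent.

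Alternatives to single choices were edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 on recovered reads, pseudocounts of 0.5 and 8, filters at means of 1 and 50 and none, upper-quartile and quantile normalization, eBayes without a trend or with robust moderation, a block for shared replicate letters, protein-coding genes only, a threshold of 0.01, and leaving out each library. DESeq2 without gene-trap f and the fit without mitochondrial genes were chosen after seeing the data. Leaving out a library makes a group smaller and lowers power. A call lost in such a fit therefore need not mean that the change rests on the library left out. Scaling choices moved the median log2 fold change of all tested genes by less than 0.1. The method was tested on simulated data with the same depths, with 200 of 13875 genes changed, where the comparison of gene trap with wild type recovered 68.7% of genes changed 1.5-fold, 85.1% at 2-fold and 97.0% at 4-fold, with 1.18% false calls. The simulation gave every gene the same squared biological CV (0.00467) and drew genes independently, without outlying libraries. These rates therefore need not hold for the real libraries. Tests in the closing section used Python 3.11.15 with scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.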

Results

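RNA was sequenced from adult mouse cardiomyocytes that were released from male hearts by collagenase perfusion (from ventricles by the labels, from whole hearts by the study's text), enriched by gravity sedimentation and kept for 4 h on laminin. The mice carried either a gene trap in intron 4 of Uty (the Uty gene trap, Uty^GT), a Y-linked gene of the histone demethylase family of Kdm6a, or the wild-type Y chromosome of the isogenic strain C57BL/6.Y<129P2>. There were 3 libraries per strain, each from a separate isolation, called wild-type e, f and g and gene-trap d, e and f after their labels, which describe the material both as total RNA and as cytoplasmic RNA. The reads assigned to genes, recovered from the deposited normalized counts, numbered 38141650, 32397035 and 48044445 in wild-type e, f and g and 48377453, 30743879 and 28283654 in gene-trap d, e and f. Genes of the mitochondrial genome took 54.7%, 52.2% and 46.9% of these reads in the wild-type libraries and 39.8%, 44.8% and 42.5% in the gene-trap libraries. Between 21615 and 22917 genes had at least 1 read in 5 of the libraries, and gene-trap f had 28619. On the first principal component, which held 44.4% of the variance, the 3 gene-trap libraries lay on the opposite side from the 3 wild-type libraries.

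The comparison asked how the trap changed the RNA of Uty itself, of neighbouring genes on the Y chromosome, of their X-linked homologs and of genes elsewhere in the genome. Uty RNA nearly disappeared in the gene-trap libraries, and so did most of the RNA of Ddx3y, the Y-linked DEAD-box RNA helicase gene next to it, whereas Eif2s3y, which encodes a subunit of translation initiation factor eIF2, rose. Uty (ENSMUSG00000068457; chromosome Y, 1096861 to 1245759, minus strand, GRCm38) had 996 ± 109 normalized counts in wild type and 10.8 ± 2.94 with the trap (mean ± SD, n = 3 each), which is 1.09% of the wild-type level (log2 fold change -6.42 ± 0.19 SE, limma adjusted p = 3.05e-09). Ddx3y (ENSMUSG00000069045; chromosome Y, 1260771 to 1286629, minus strand) went from 2276 ± 80.7 to 298 ± 127 normalized counts, 13.1% of the wild-type level (log2 fold change -3.02 ± 0.23, limma adjusted p = 1.89e-05). Its normalized counts were 429, 289 and 176 in gene-trap d, e and f. Eif2s3y (ENSMUSG00000069049; chromosome Y, 1010543 to 1028847, plus strand) went from 165 ± 7.34 to 707 ± 121 normalized counts, 428% of the wild-type level (log2 fold change 2.08 ± 0.12, limma adjusted p = 4.49e-06). Kdm5d (ENSMUSG00000056673; chromosome Y, 897788 to 956786, plus strand), a histone H3K4 demethylase gene beyond Eif2s3y, went from 388 ± 12.7 to 282 ± 36.7 normalized counts (log2 fold change -0.47 ± 0.11, limma adjusted p = 0.0216). In all 4 genes every gene-trap library lay outside the range of the wild-type libraries.

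Uty, Ddx3y and Eif2s3y ranked 1, 10 and 3 by p among the 13875 genes tested. In the principal annotated transcript of Uty, intron 4 spans 1199514 to 1224496, so that Ddx3y lies on the side of the Uty promoter and Eif2s3y beyond its last exon. The labels do not say by which transcript the intron is counted. Reads shared with the X homologs were rare by sequence, with 12 of 10325 annotated 50-base windows of Uty present in Kdm6a, 2 of 5202 windows of Ddx3y present in Ddx3x, and 0 for Eif2s3y and Kdm5d. As a list, the Y-linked genes with X homologs had 4 measured members, of which 1 rose and 3 fell, in the same numbers when adjusted over the list alone, and their median log2 fold change was -1.75 (camera adjusted p = 0.0427). The adjusted p = 0.928 with an estimated correlation, and the call was lost without wild-type g (adjusted p = 0.0629) or gene-trap e (adjusted p = 0.0850), with quantile normalization (0.0658) and with a filter at a mean of 1 (0.0580), where the median was -0.47 (-0.09 with no filter) as genes with few reads joined the list. The change in Kdm5d no longer passed without wild-type e, f or g, with limma adjusted p = 0.0974, 0.0703 and 0.0588 in turn.

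**Figure D1:**
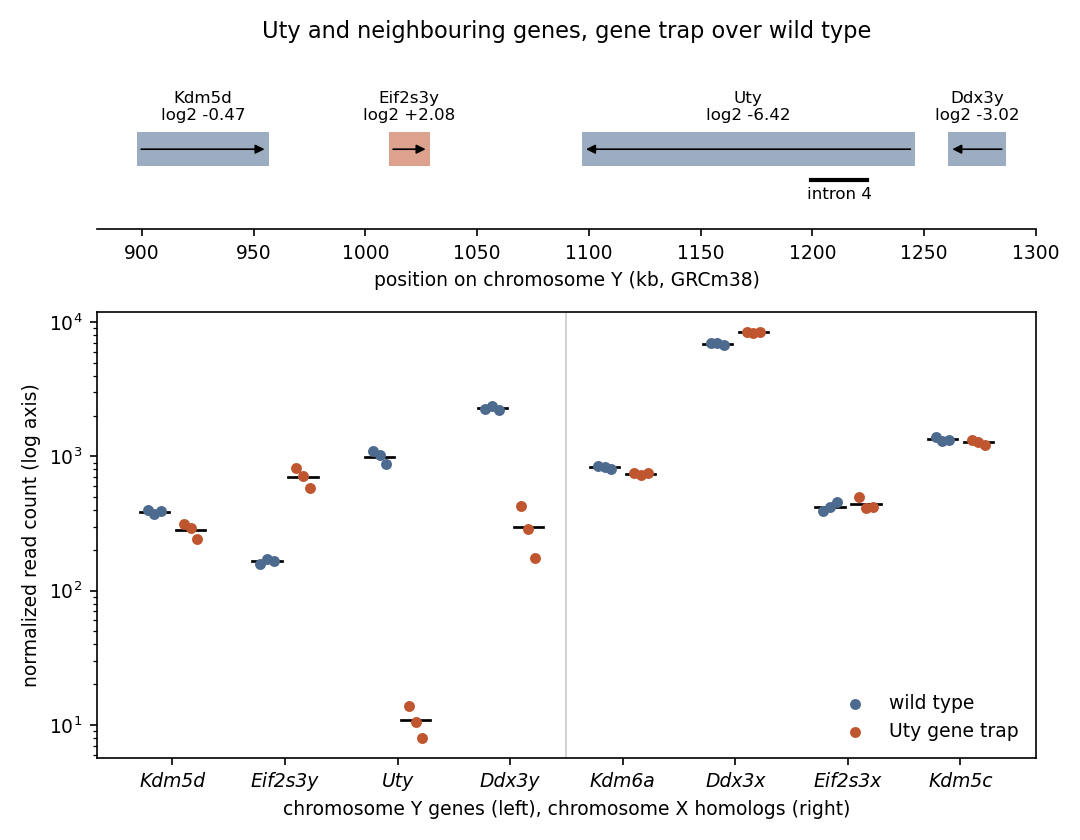
The upper panel maps Kdm5d, Eif2s3y, Uty and Ddx3y on chromosome Y (position in kb, GRCm38), with arrows for the strand, the log2 fold change of gene trap over wild type and a bar for intron 4 of the principal Uty transcript. The lower panel plots normalized read counts of these genes and 4 X homologs on a log axis, each point a library (3 wild type, 3 gene trap) and each line the group mean; Uty lies between 8.03 and 13.9 with the trap and between 877 and 1093 in wild type, while Eif2s3y lies higher with the trap.

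The X-linked homologs moved far less. Of 7 measured, Ddx3x rose (log2 fold change 0.28 ± 0.06, limma adjusted p = 0.0117), Usp9x, a deubiquitinase gene, fell (-0.24 ± 0.06, limma adjusted p = 0.0333) and 5 did not pass. Over the list alone 1 rose and 2 fell, and camera did not call the list (median -0.07, adjusted p = 0.510). The homolog of Uty, Kdm6a, had a log2 fold change of -0.17 ± 0.07 (limma adjusted p = 0.142), and that of Eif2s3y, Eif2s3x, 0.07 ± 0.10 (limma adjusted p = 0.691). Kdm5c had -0.07, Uba1 -0.01 and Zfx -0.22, with limma adjusted p = 0.551, 0.967 and 0.0605. Without wild-type e, wild-type f or gene-trap d, Ddx3x missed the threshold (limma adjusted p = 0.0506, 0.0650 and 0.0581) and so did Usp9x (limma adjusted p = 0.128, 0.158 and 0.1045).

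Other Y-linked homologs had too few reads to test: over the 6 libraries together Usp9y had 6 reads, Zfy2 had 3, and Zfy1 and Uba1y had 0. Of the listed non-coding transcripts within Uty and Ddx3y introns, Gm4017 had 14 reads and was not tested, and the others had no entry by that name, so this list has no test. The nuclear long non-coding RNAs showed no change that passed: of 4 measured, 0 rose and 0 fell, also when adjusted over the list alone (median -0.19, which turned to 0.20 without gene-trap e, camera adjusted p = 0.719). Malat1 had a log2 fold change of -0.25 ± 0.19 (limma adjusted p = 0.408) and Neat1 -0.59 ± 0.21 (limma adjusted p = 0.0940).

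Beyond the Y chromosome, genes on every autosome changed. With limma and Benjamini-Hochberg adjustment, 632 genes rose and 849 fell of 13875, and 12394 did not pass. The changes were mostly moderate: the median rise was 48.7% and the median fall 23.8%, with 106 rises and 62 falls of at least 2-fold. Of the tested genes, 31.9% had no overlap between the 3 libraries of each group, against 10% by chance. No autosome held a concentration of the calls comparable to chromosome Y, where 1 of 5 tested genes rose and 3 fell. Chromosome 11, which held the most tested genes, had 64 rises and 70 falls among 1117 genes. The counts differed with the library left out: without wild-type e, 164 rose and 244 fell, without wild-type f, 196 and 233, without wild-type g, 471 and 642, without gene-trap d, 280 and 373, without gene-trap e, 1001 and 1231, and without gene-trap f, 528 and 703. Power is lower in each of these fits, so the counts do not show which libraries drive the changes. Without the variance trend, 76 rose and 70 fell.

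The largest rises, taken by a fixed rule, were led by atrial genes. Myl7, the atrial regulatory myosin light chain, rose by a log2 fold change of 3.06 ± 0.60 (chromosome 11, 5896637 to 5898782; limma adjusted p = 0.0101), and Mybphl, Sln (sarcolipin) and Myl4 (the atrial essential light chain) rose by 2.93, 2.58 and 2.55. Next came Eif2s3y, the spliceosomal RNA gene Rnu12 (1.80 ± 0.23), Cyp26b1, which encodes a retinoic acid hydroxylase (1.65 ± 0.33), and Klf10, a TGF-beta-inducible transcription factor gene (1.65 ± 0.08). Klf10 ranked 2 by p, with 1343 ± 126 normalized counts in wild type and 4192 ± 163 with the trap (chromosome 15, 38291463 to 38300706; limma adjusted p = 4.02e-07). By the same rule, which asks for a mean of at least 50, the largest falls after Uty and Ddx3y were those of mt-Nd3 (-2.40 ± 0.28), the cytokine gene Lif (-1.97 ± 0.27), Adm, which encodes adrenomedullin (-1.83 ± 0.13), Hilpda, a lipid droplet gene (-1.67 ± 0.20), and the mitochondrial RNAs mt-Rnr1 (-1.66 ± 0.32) and mt-Tl1 (-1.44 ± 0.28). The atrial genes were not alike in the 3 gene-trap libraries: Myl7 had 123 normalized counts in gene-trap d, 1238 in gene-trap e and 806 in gene-trap f, against 47.5 to 66.3 in wild type. Leaving out wild-type e, f or g ended the calls of Sln (limma adjusted p = 0.0666, 0.0800 and 0.0519), and leaving out wild-type e or f those of Mybphl (0.0510 and 0.0505) and Myl4 (0.0629 and 0.0642). Without wild-type e, Cyp26b1, mt-Rnr1 and mt-Tl1 missed the threshold as well, with adjusted p up to 0.0620, and under variance moderation without a trend 89 of 108 named genes did.

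Gene lists gave 15 calls of 34 with camera at its preset correlation of 0.01, and 0 with an estimated correlation. They were written before the deposited values were examined, but after the study and its supplement had been read. The clearest was the list of immediate early genes, the fast transcriptional responders to stress and growth signals: of 45 measured, 28 rose, 3 fell and 14 did not pass, with 29 rises and 4 falls when adjusted over the list alone (median log2 fold change 0.59, camera adjusted p = 1.16e-10). The adjusted p = 0.626 with an estimated correlation. Besides Klf10, Fos (1.20 ± 0.09, limma adjusted p = 2.37e-05), Gadd45g (1424 ± 177 normalized counts against 539 ± 66.1) and Fosb (1.28 ± 0.10) had the smallest p. The 3 members that fell were Fosl2 (-0.24), Ier3 (-0.38) and Nr4a3 (-0.39), named after their values were seen, as are all members below that make up a count of 5 or fewer outside the naming rule. By library, the median over the list was 0.69, 0.40 and 0.50 above the wild-type mean in gene-trap d, e and f and between -0.09 and 0.05 in the wild-type libraries. All isolated cells pass through enzymatic digestion and plating, which are known to induce these genes, so the values describe cells after isolation, not cells in the heart. Whether the isolations of both strains were matched in day or handling is not given in the sources used here.

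Stress genes of the endoplasmic reticulum were lower with the trap, and inflammatory genes were lower on average but overlapped between the strains. Among 33 genes of the unfolded protein and integrated stress response, 0 rose, 8 fell and 25 did not pass, and 18 fell with 0 rises when adjusted over the list alone (median -0.24, camera adjusted p = 4.34e-06, and adjusted p = 0.626 with an estimated correlation). Manf, a secreted survival factor of the endoplasmic reticulum, fell by 0.77 on the log2 scale, Ddit3, the transcription factor CHOP, fell by 1.12, and Pdia4, a protein disulfide isomerase, fell by 0.71. Of 33 inflammatory cytokines and NF-kappaB targets, 1 rose, 8 fell and 24 did not pass (1 and 9 when adjusted over the list alone, median -0.23, camera adjusted p = 0.000425, and adjusted p = 0.928 with an estimated correlation). The chemokine gene Ccl2 (-1.14 ± 0.15), Lif and the adhesion molecule gene Icam1 (-1.19 ± 0.17) fell, and Il1a rose (1.75). The median of the inflammatory list was -0.23, -0.39 and -0.13 in gene-trap d, e and f but also -0.24 in wild-type e, against 0.22 and 0.01 in wild-type f and g. Oxidative stress genes and metallothioneins were not called as a list (24 measured, 0 rose, 5 fell, 19 not past, 2 rose and 5 fell when adjusted over the list alone, median -0.13, camera adjusted p = 0.102), though they were with edgeR (adjusted p = 0.0125), DESeq2 (3.01e-07) and lower or no filters. The 5 members that fell were Mt1 (-1.29 ± 0.09) and Mt2 (-0.87 ± 0.11), which encode metal-binding metallothioneins, Gsta4 (-0.27), Gstm1 (-0.31) and Cat (-0.30). Among 30 heat shock chaperones 1 rose, 2 fell and 27 did not pass (4 and 4 when adjusted over the list alone, camera adjusted p = 0.965): Dnajb1 rose by 1.38 ± 0.13 on the log2 scale, while Hsph1 (-0.66) and Hspb6 (-0.44) fell. That list had a median of -0.02 and a mean of 0.05, and the sign of its median turned under upper-quartile scaling and quantile normalization. Gstm1, Cat and Hspb6 lost their calls without wild-type e (adjusted p up to 0.124) or wild-type f (up to 0.0947), Cat and Hspb6 also without gene-trap d (0.0845 and 0.0535), and Cat without gene-trap f (0.0535).

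Markers of fibroblasts, endothelium and smooth muscle leaned higher in gene-trap d and f, while gene-trap e lay within the wild-type range and most members did not pass. Of 27 fibroblast markers, 7 rose, 0 fell and 20 did not pass (11 and 0 when adjusted over the list alone, median 0.40, camera adjusted p = 0.000159, and adjusted p = 0.928 with an estimated correlation). The collagen gene Col3a1 rose by 1.24 ± 0.20 on the log2 scale. Of 27 endothelial markers, 10 rose, 0 fell and 17 did not pass (15 and 1 when adjusted over the list alone, median 0.48, camera adjusted p = 0.00134, and adjusted p = 0.928 with an estimated correlation), among them the water channel gene Aqp1 (0.75 ± 0.11) and Cd93 (0.87 ± 0.14). Of 17 smooth muscle and pericyte markers, 5 rose, 0 fell and 12 did not pass (8 and 0 when adjusted over the list alone, median 0.38, camera adjusted p = 0.00157, and adjusted p = 0.928 with an estimated correlation). These 5 were Myh11, the smooth muscle myosin heavy chain (0.93 ± 0.15), Smtn (0.38), Tagln (50.6 normalized counts against 21.2), Cnn1 (1.65) and Kcnj8 (0.71). Macrophage and myeloid markers were not called (15 measured, 2 rose, 0 fell, 13 not past, 3 and 0 when adjusted over the list alone, median 0.32, camera adjusted p = 0.102), the 2 being C1qc (0.99) and Lyz2 (0.65). Among 5 measured Schwann and adipocyte markers, 1 rose and 4 did not pass (1 and 0 when adjusted over the list alone, median 0.43, camera adjusted p = 0.0335, and adjusted p = 0.626 with an estimated correlation), namely Cnp (0.81). Of 4 epicardial and 3 erythrocyte markers none passed, also when adjusted over each list alone (camera adjusted p = 0.797 and 0.965, the epicardial list being called with DESeq2, adjusted p = 0.0283, and with lower or no filters), and the lymphocyte list had fewer than 2 measured members and no test.

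The non-myocyte lists differed between the gene-trap libraries. The median of the endothelial list was 0.56 in gene-trap d, 0.05 in gene-trap e and 0.75 in gene-trap f, on the log2 scale relative to the wild-type mean, and that of the fibroblast list 0.52, 0.10 and 0.61, whereas in wild-type e, f and g the endothelial medians were -0.13, 0.12 and 0.03 and the fibroblast medians -0.27, 0.23 and 0.02. Gene-trap e thus lay within the wild-type range in both lists, as it did for smooth muscle markers (0.08 against up to 0.12). Without gene-trap f, 3 endothelial markers rose and 2 fell, 2 fibroblast markers rose (median 0.28) and 2 smooth muscle markers rose, the endothelial call ended (camera adjusted p = 0.0824), and the Schwann and adipocyte call was lost without wild-type g, gene-trap e or gene-trap f (adjusted p = 0.122, 0.0509 and 0.0942), with edgeR (0.0861) and with quantile normalization (0.0617). The myeloid list was called without wild-type f (adjusted p = 0.00148) or gene-trap e (adjusted p = 0.0329). Among the members named, Smtn, Tagln, Cnn1, C1qc, Lyz2 and Cnp lost their calls in fits without wild-type e (adjusted p from 0.0515 to 0.172), and some of them also without wild-type f or g or gene-trap d or f, with adjusted p up to 0.143.

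**Figure D2:**
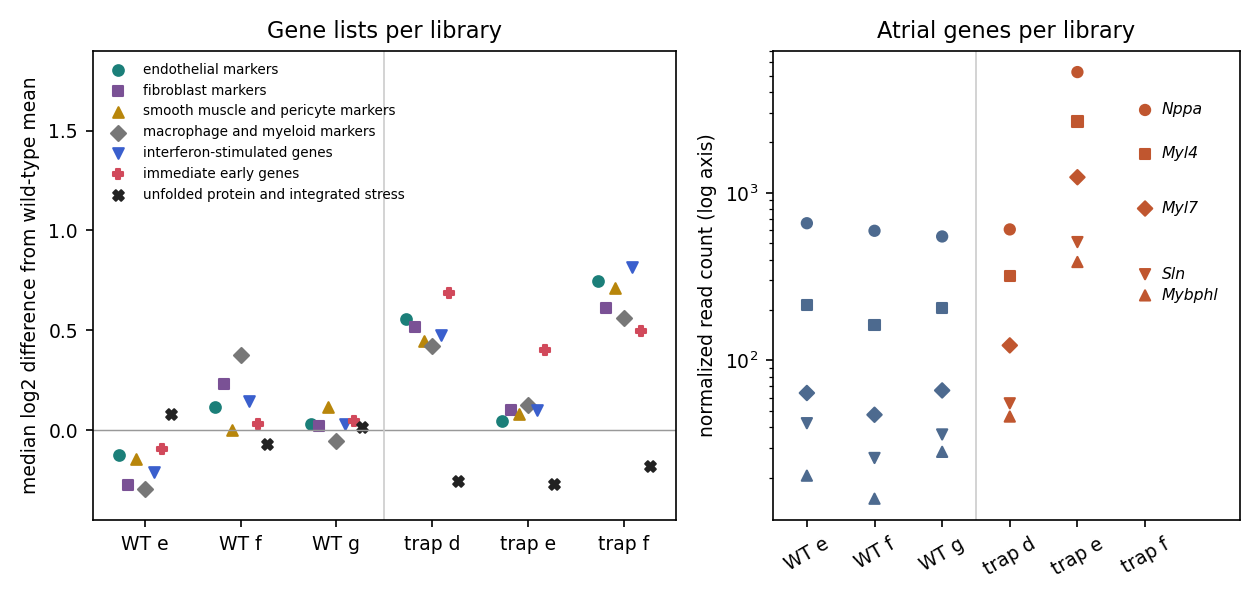
On the left, the median log2 difference of 7 gene lists from the wild-type mean is plotted for each of the 6 libraries. On the right, normalized read counts of 5 atrial genes are plotted on a log axis for the same libraries (blue, wild type; orange, gene trap); the endothelial median is 0.56, 0.05 and 0.75 in gene-trap d, e and f, and Nppa has 605, 5243 and 3117 normalized counts there against 549 to 658 in wild type.

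Interferon-stimulated genes leaned higher as well. Of 32 measured, 9 rose, 0 fell and 23 did not pass, and 16 rose with 0 falls when adjusted over the list alone (median 0.43, camera adjusted p = 3.41e-06, and adjusted p = 0.928 with an estimated correlation). Irgm1, an interferon-inducible GTPase gene, rose by 0.75 ± 0.10 on the log2 scale, Isg15, a ubiquitin-like modifier gene, by 1.45 ± 0.26, and Irf7, a transcription factor gene of this response, by 0.82 ± 0.16. Their medians varied between libraries like those of the non-myocyte lists, at 0.48, 0.10 and 0.82 in gene-trap d, e and f and at -0.21, 0.15 and 0.03 in wild-type e, f and g, and without gene-trap f 5 rose and 1 fell, with a median of 0.28. The cell cycle list was called on few genes: of 23 measured, 2 rose (Cenpf, 0.44, and Mcm4, 0.40), 0 fell and 21 did not pass (7 and 1 when adjusted over the list alone, median 0.18, camera adjusted p = 0.0251, and adjusted p = 0.853 with an estimated correlation), and its medians followed the same order, at 0.24, 0.05 and 0.34 in gene-trap d, e and f against -0.09, 0.07 and 0.05 in wild-type e, f and g. That call was lost without gene-trap d (adjusted p = 0.148, median 0.11) or gene-trap f (0.0839, median 0.09) and with edgeR (0.0642), quantile normalization (0.0733), the replicate block (0.101), a filter at a mean of 50 or no filter, and both members lost theirs without wild-type e, wild-type f or gene-trap d, with adjusted p up to 0.161, Mcm4 also without wild-type g (0.0890) or gene-trap f (0.0701).

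RNAs of the mitochondrial genome were lower with the trap, as was their share of all reads, which was at least 46.9% in each wild-type library and at most 44.8% in each gene-trap library. Of 13 mitochondrially encoded mRNAs, 0 rose, 2 fell (mt-Nd3, and mt-Co2 with -0.66 ± 0.13) and 11 did not pass, with 0 rises and 9 falls when adjusted over the list alone. Their median was -0.58 (camera adjusted p = 1.28e-05, and adjusted p = 0.626 with an estimated correlation), and with quantile normalization it was -0.04 and the call was lost (adjusted p = 0.0800). Quantile normalization gives every library the same distribution of values. It can therefore remove a shift shared by the most abundant RNAs, and its result cannot decide here. With upper-quartile scaling the median was -0.56. Nuclear genes of oxidative phosphorylation leaned the other way: of 83 measured, 12 rose, 5 fell and 66 did not pass (20 and 5 when adjusted over the list alone, median 0.10, camera adjusted p = 0.0153, and adjusted p = 0.969 with an estimated correlation). The ATP synthase subunit gene Atp5e (0.72 ± 0.10), the complex I gene Ndufb4 (0.79 ± 0.12) and the cytochrome oxidase gene Cox7a2 (0.70 ± 0.12) rose, and Sdhc, Cycs, Cox6a2, Cox8a and Atp5h fell (-0.28, -0.36, -0.35, -0.43 and -0.27). The call was lost without wild-type f (adjusted p = 0.148, median 0.06), without gene-trap e (0.635, median 0.04) and with no filter on low counts (0.205), while the median was 0.16 without gene-trap f, the library whose median (-0.01) lay below that of wild-type g (0.08).

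Of 82 cytosolic ribosomal protein genes, 20 rose, 2 fell and 60 did not pass (30 and 5 when adjusted over the list alone, median 0.14, camera adjusted p = 0.000268, and adjusted p = 0.928 with an estimated correlation). Rpl37a rose by 0.77 ± 0.10 on the log2 scale and Rpl26 by 0.50 ± 0.07, and Rps16 (-0.22) and Rps27 (-0.26) fell. The list medians overlapped between the strains, with 0.07 in gene-trap f and 0.08 in wild-type g. Across 12304 protein-coding genes, which are not independent replicates, the log2 fold change had a Spearman rho of -0.12 with exon length and 0.21 with GC content. Tested genes matched to the ribosomal list for both had a median of 0.05, and the median difference between members and their matches was 0.10; for oxidative phosphorylation the matched median was 0.03 and the difference 0.07, and for immediate early genes 0.06 and 0.56. Mitochondrial ribosomal proteins were not called (77 measured, 3 rose, 3 fell, 71 not past, 3 and 2 when adjusted over the list alone, median 0.03, camera adjusted p = 0.269), except without gene-trap f (adjusted p = 0.0192). Their risers were Mrps12, Mrps18c and Mrpl49 (0.55, 0.45 and 0.40), and Mrpl12, Mrpl22 and Mrpl36 fell (-0.34, -0.33 and -0.40). Fatty acid oxidation and transport genes went both ways (28 measured, 4 rose, 4 fell, 20 not past, 4 and 6 when adjusted over the list alone, median -0.13, 0.00 with quantile normalization, camera adjusted p = 0.172). Pdk4, a kinase that inhibits pyruvate dehydrogenase, fell (-0.84 ± 0.11), and Cd36 (-0.36) and Acadl (-0.33) were also among those that fell, while Etfb (0.95 ± 0.14), Ppara (0.41), Echs1 (0.34) and Acadvl (0.33) rose. Without gene-trap e or wild-type f this list was called (adjusted p = 0.0397 and 0.0433), as it was with DESeq2 (0.00104) and with no filter (0.0192). Without wild-type f, Ppara, Echs1, Mrps18c, Mrpl49, Mrpl12 and Mrpl36 missed the threshold (adjusted p from 0.0623 to 0.116), as all but Ppara did without wild-type e (up to 0.122), and Echs1, Mrps18c, Mrpl12 or Mrpl36 without wild-type g or gene-trap d or f (up to 0.0941).

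**Figure D3:**
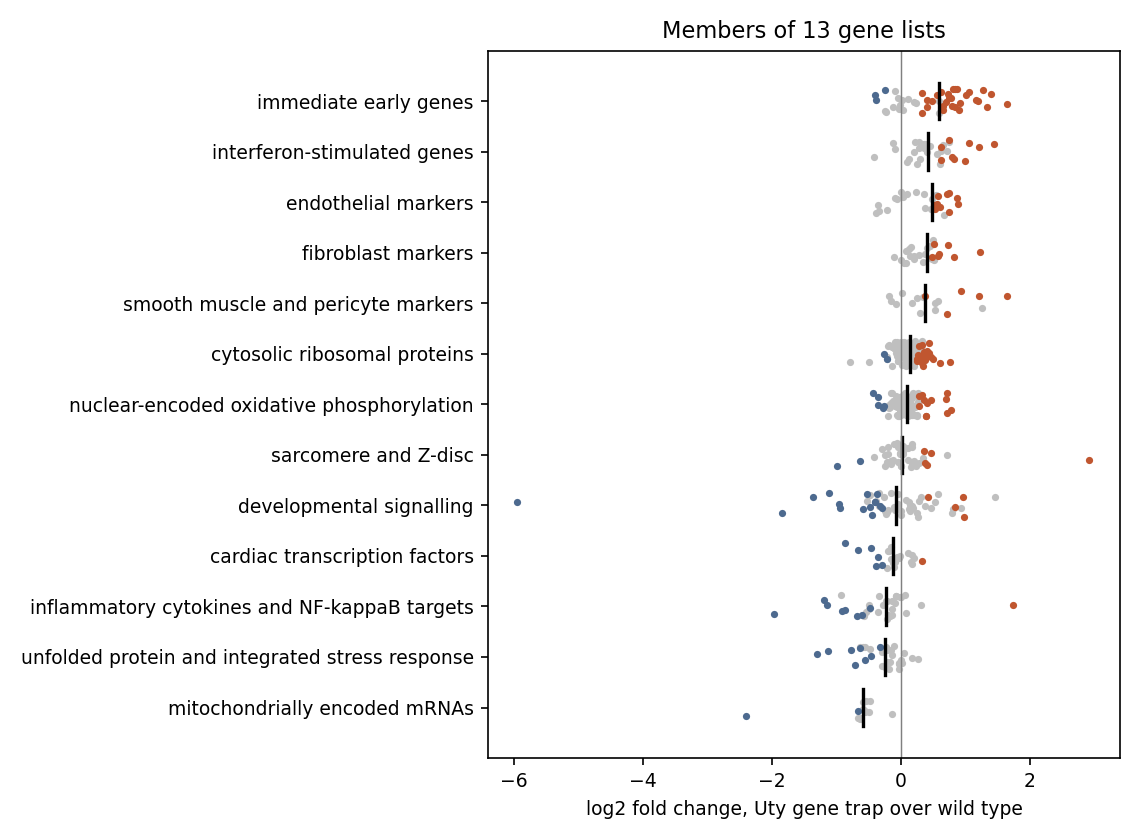
Each point is a measured member of 1 of 13 gene lists, placed by its log2 fold change of gene trap over wild type (3 libraries each); orange members rose, blue members fell and grey members did not pass, and black bars mark list medians, which run from 0.59 for immediate early genes to -0.58 for mitochondrially encoded mRNAs. The point at -5.96 is Bmp10, and vertical scatter within a list has no meaning. With quantile normalization, which can remove a shift shared by abundant RNAs, the mitochondrial median is -0.04, and with upper-quartile scaling it is -0.56.

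Contractile and excitation genes changed in few members. Of 42 sarcomere and Z-disc genes, 5 rose, 2 fell and 35 did not pass (6 and 3 when adjusted over the list alone, median 0.02, which turned to -0.01 without gene-trap e, camera adjusted p = 0.751), though the list was called with DESeq2 without gene-trap f, a fit chosen after the data were seen (adjusted p = 0.000506). Mybphl (2.93), Csrp3 (0.47), Tcap (0.41), Synpo2l (0.38) and Myl3 (0.37) rose, and Acta1, the skeletal alpha-actin gene (-0.98), and the stretch-responsive gene Ankrd1 (-0.64 ± 0.13) fell. Of 36 calcium handling and excitation genes, 1 rose, 3 fell and 32 did not pass (2 and 3 when adjusted over the list alone, camera adjusted p = 0.897). Sln rose, and Calm2 (-0.40), Scn4b (-0.45) and Cacna1c (-0.24), the pore of the L-type calcium channel, fell, and the median of this list (0.01) and its mean (0.06) lay above 0 while camera leaned down. Of 14 measured atrial and fetal cardiomyocyte genes, 3 rose (Myl7, Myl4 and Sln), 3 fell (Bmp10, Acta1 and Tbx5) and 8 did not pass (6 and 4 when adjusted over the list alone, median 0.23, camera adjusted p = 0.598), and the list was called without gene-trap d (adjusted p = 0.00718) and with the replicate block, which leaves gene-trap d out as well. Mybphl and Sln varied between libraries as Myl7 did, with 46.3 and 55.6 normalized counts in gene-trap d, 386 and 508 in gene-trap e and 244 and 327 in gene-trap f. Without wild-type e, every change of Mybphl, Myl4, Sln, Csrp3, Synpo2l, Calm2, Scn4b and Cacna1c missed the threshold (adjusted p from 0.0510 to 0.148), without wild-type f Ankrd1 and 6 of these did (up to 0.124), without wild-type g Sln and Scn4b did (0.0519 and 0.0848), and without gene-trap d or f Csrp3, Synpo2l, Scn4b or Cacna1c did (up to 0.0978).

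Regulators of heart development were lower in part, and not clearly in every gene-trap library. Relative to the wild-type mean, the median of the cardiac transcription factors was -0.19, -0.04 and -0.11 in gene-trap d, e and f. It lay between -0.06 and 0.09 in the wild-type libraries. For developmental signalling the median was -0.104, -0.224 and -0.010 in gene-trap d, e and f, against -0.009 to 0.013 in the wild-type libraries. Of 23 cardiac transcription factor genes, 1 rose (Irx4, 0.33), 6 fell and 16 did not pass (1 and 7 when adjusted over the list alone, median -0.12, camera adjusted p = 0.0472, and adjusted p = 0.928 with an estimated correlation). Tbx3, a repressor of the working myocardial program, fell by 0.87 on the log2 scale (SE 0.11), Hand2 fell by 0.67 and Tead1, an effector of Hippo signalling, fell by 0.47. The call was lost without wild-type e (adjusted p = 0.167, with a median of -0.05), gene-trap d (0.148, -0.12) or gene-trap f (0.127, -0.14) and with quantile normalization (0.274), the replicate block (0.113) and a filter at a mean of 50 (0.0671). Among 56 developmental signalling genes, 4 rose, 15 fell and 37 did not pass (9 and 22 when adjusted over the list alone, median -0.07, camera adjusted p = 0.0574), and the list was called without gene-trap f (adjusted p = 0.00476), with edgeR (0.00228), DESeq2 (9.57e-06) and upper-quartile scaling (0.0400), and with a pseudocount of 8 or no filter. Smad6 and Smad7, inhibitors of BMP and TGF-beta signals, fell (-1.11 ± 0.10 and -0.94 ± 0.11), as did the Notch target Hey1 (-1.36 ± 0.14). The Notch ligand Dll4 (0.98), Hes1 (0.43), Nrarp (0.84) and Id1 (0.96) rose. Bmp10, a cardiac ligand of the BMP family (chromosome 6, 87428994 to 87437677), had 279 reads over the wild-type libraries and 2 over the gene-trap libraries, which, from the pooled reads rather than the group means used above, is a normalized level of 0.658% of wild type with an exact 95% interval from 0.0793% to 2.40% that covers counting error only. Subunits of the KMT2C/D and Polycomb complexes, which hold Kdm6a or deposit or bind the histone mark that it removes, had 0 rises, 3 falls and 24 not past of 27 (0 and 7 when adjusted over the list alone, median -0.16, camera adjusted p = 0.0204, and adjusted p = 0.626 with an estimated correlation), lost without gene-trap e (adjusted p = 0.118). Those that fell were Rnf2 (-0.48), Bmi1 (-0.34) and Phc3 (-0.32), all of Polycomb repressive complex 1, and each missed the threshold without wild-type e (adjusted p up to 0.147) or wild-type f (up to 0.1625), Bmi1 and Phc3 also without gene-trap d (up to 0.0983) and Phc3 without gene-trap e (0.0509).

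Clock genes changed in both directions: of 21, 4 rose, 5 fell and 12 did not pass (6 and 5 when adjusted over the list alone, median 0.04 and mean -0.04, camera adjusted p = 0.897). Npas2 (-1.33 ± 0.12), Nr1d1 (-0.98 ± 0.11), Arntl (-0.54), Clock (-0.35) and Rora (-0.34) fell, and Dbp (0.58 ± 0.09), Ciart (0.55), Nfil3 (0.41) and Bhlhe40 (0.24) rose. The time of day of each isolation is not given in the sources used here. Of 51 translation initiation factor genes, 1 rose (Eif2s3y), 4 fell (Eif2ak1, Eif4e, Eif4enif1 and Eif4ebp2, by -0.41, -0.36, -0.28 and -0.24) and 46 did not pass (1 and 4 when adjusted over the list alone, camera adjusted p = 0.897), with a median of -0.02 that turned positive under upper-quartile scaling and quantile normalization and a mean of 0.03. Of 63 splicing factor genes, 5 rose (Srsf7, Srsf5, Sfpq, Hnrnpm and Rbm20, from 0.23 to 0.52), 4 fell (Tra2a, Ptbp2, Mbnl2 and Celf1, from -0.42 to -0.23) and 54 did not pass, in the same numbers when adjusted over the list alone (5 and 4, median 0.04, camera adjusted p = 0.751). Of 35 proteasome subunits, 2 rose (Psmb3 and Psmb6, both 0.29), 0 fell and 33 did not pass (0 and 0 when adjusted over the list alone, median 0.06, camera adjusted p = 0.157), and the list was called without gene-trap f (adjusted p = 0.0149), with quantile normalization (0.0159) and with DESeq2 (0.0306). Without wild-type f, the changes of Clock, Eif2ak1, Eif4e, Eif4enif1, Srsf5, Hnrnpm, Mbnl2, Psmb3 and Psmb6 missed the threshold (adjusted p up to 0.193), without wild-type e those of the same genes and Srsf7 (up to 0.182), without gene-trap d those of all but Clock and Srsf7 (up to 0.1305), and without wild-type g or gene-trap e or f those of Psmb3, Psmb6 or Eif4enif1 (up to 0.0840).

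Transcripts that reflect the ribodepleted library type were also counted. Of 22 replication-dependent histone genes, 3 rose (Hist1h3e, Hist1h4h and Hist1h4c, by 0.83, 0.67 and 0.51), 3 fell (Hist1h3d, Hist1h2bc and Hist1h1c, -1.03, -0.37 and -0.26) and 16 did not pass (3 and 4 when adjusted over the list alone, median 0.13, camera adjusted p = 0.751). Of 10 abundant structural RNAs, 3 rose, 3 fell and 4 did not pass (4 and 4 when adjusted over the list alone, median -0.07, above 0 with DESeq2, with lower or no filters and without wild-type g or gene-trap f, camera adjusted p = 0.971): Rn7sk, which inhibits the elongation kinase P-TEFb, rose by 0.60 ± 0.09 on the log2 scale, with Scarna2 (0.70) and Gm26917 (0.50), and the Y RNA gene Rny1 (-1.26 ± 0.15), mt-Rnr1 (-1.66) and mt-Rnr2 (-0.68) fell. Without wild-type e, Hist1h4c, Hist1h2bc and Hist1h1c missed the threshold (adjusted p up to 0.144), and so did mt-Rnr1 (0.0515). The same 3 histone genes did without wild-type f or gene-trap d (up to 0.114), and 1 of them without wild-type g (0.0770) or gene-trap f (0.0567).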

Values the study reported

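For isolated cardiomyocytes, the study gave the level of Uty transcripts in gene-trap cells as 1.2% of wild type, that of Ddx3y as 15.8% and that of Eif2s3y as 466%. At an FDR under 0.05 it counted 669 genes with lower and 476 genes with higher expression in these cells. Its methods give 3 samples per strain, but these cardiomyocyte values appear to leave out gene-trap f. The study's counts and its FDR for Ddx3y lie far nearer to DESeq2 run here without that library than with all libraries. The ratios and counts given in the results above therefore come from another set of libraries. In left ventricles the corresponding ratios were 5.4% for Uty, 17.1% for Ddx3y and 323% for Eif2s3y. These came from 3'-end sequencing of whole tissue, another assay with more samples per strain. The mean FPKM that the study tabulates for left ventricles do not give the ratios it states for Uty and Eif2s3y. For Eif2s3y, the study's RT-qPCR gave a smaller rise in all tissues tested. In RNA of cardiomyocyte nuclei it found a trend to lower Eif2s3y, and it called these results harder to interpret.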

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

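The tests on receptor genes, on the gene trap as a cause and on the spread and the most abundant members of the non-myocyte markers were chosen only after the result was seen, as were the counts of other splits of the libraries. The test of 7 further atrial genes was fixed before their values were looked at for this purpose. Kcnj3, Nr2f2, Dkk3 and Pam among them were also members of lists in the main comparison, so for them it is not a fresh check.

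Genes for olfactory and vomeronasal receptors, which lie outside the tested genes, had reads in gene-trap f far above the other libraries: of 1461 such genes, 692 had at least 1 read there, against 103, 93 and 102 in wild-type e, f and g and 108 and 153 in gene-trap d and e. The 695 reads in the receptor genes silent elsewhere fell on 437 genes, 94.6% of the number that an even spread over exon length gives, with at most 7 reads in a gene. This argues against RNA from a tissue that expresses few of these genes. With fewer reads than the 1070 receptor genes silent elsewhere, the count cannot tell an even spread from a moderately uneven one. Genomic DNA in this library stays open as a candidate explanation: among genes with no read in the other 5 libraries, X-linked genes had 0.589 of the autosomal reads per kb of exon (95% interval 0.467 to 0.735, counting error only), as in male DNA with a single X chromosome, although the labels name a DNase treatment. At that rate a tested gene of median exon length would gain 1.09 reads. Per 1000000 reads assigned to genes, gene-trap f had 24.5 receptor genes with a read, against 2.23 and 4.98 in gene-trap d and e, which carry the same trap. These values argue against the trap as the cause of the level in gene-trap f. A smaller effect of the trap cannot be told apart, since gene-trap e lay above the wild-type values of 2.12 to 2.87 and gene-trap d did not.

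The atrial genes Myl7, Myl4, Nppa, Sln, Mybphl and Fgf12 had medians of 3.82 and 3.18 above the wild-type mean on the log2 scale in gene-trap e and f, but 0.77 in gene-trap d. Of the 7 other genes written down as atrial (Kcnj3, Kcnj5, Kcnk3, Nr2f2, Dkk3, Pam and Stard10), the median was 0.26 in gene-trap e and 0.23 in gene-trap f, above the highest wild-type library (0.07), and -0.03 in gene-trap d. None of the 7 passed in the comparison of all libraries (limma adjusted p from 0.0675 for Dkk3 to 0.674 for Kcnj3). Atrial tissue in the preparations may account for these rises, though these values do not settle it. The labels name ventricles as the source but the study's text names whole hearts, in which atrial cells would be expected. No sorting step that would remove them is named. Several of the 7 are abundant in all libraries, which would hide a small share: Kcnk3 had 8585 to 11102 normalized counts in every library, while Dkk3 had 396 and 286 in gene-trap e and f against 57.5 to 94.9 in wild type; other genes of the atrial list went the other way, Bmp10 with 0 and 2.29 in gene-trap e and f against 69.9 to 119 in wild type and Tbx5 with 1451 and 1308 against 1540 to 1891, which atrial tissue would not bring about. An effect of the trap on these genes cannot be told apart from this, since a single library, gene-trap d, carries the contrary value.

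Markers of fibroblasts, endothelium, smooth muscle and myeloid cells were higher with the trap in 70 of 86 measured members, with a median of 0.39. If all these cells increased together, a larger share of their RNA would raise the 4 lists alike. The medians lay within 0.17 of each other, no more than when members were dealt to the lists at random (permutation p = 0.792, 100000 draws). This spread cannot decide, since a preparation may gain some of these cells without others, and an effect of the trap could also raise all 4 lists. The 3 most abundant members of each list had a median of 0.07, lower than random members (one-sided permutation p = 0.0211) though by less than the SD of the members (0.40). Among them Cdh5 had 4465 normalized counts in wild type and 4849 with the trap and Flt1 had 3611 and 3500, while Gsn (2914 and 4331) and Sparc (2079 and 2953) were among those that rose. This comparison cannot decide, since the members were picked by their wild-type mean, which also enters the fold change. Whether cardiomyocytes express them was not examined. More non-myocyte RNA in the gene-trap libraries, which gravity sedimentation would reduce, may thus account for part of these rises, and the tests leave it open. It cannot be told apart from an effect of the trap, for which the highest of the 4 medians in gene-trap e was 0.13 against -0.29 to 0.38 in the wild-type libraries, again the value of 1 library.

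For the main counts, 10 splits of the 6 libraries into 3 and 3 exist, so that a share under 0.05 cannot be reached. The real split gave 632 genes higher and 849 lower and was the 1 split of 10 with counts as large in each direction, and the other splits gave 0 in either direction. For gene lists, the real split gave 15 calls, 3 of 10 splits gave as many, and the highest other split gave 18.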

How the results depend on the processing

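DESeq2 of 5 libraries without gene-trap f and the fit without mitochondrial genes were chosen only after the results were seen. Over 20 alternatives per gene, Uty (-6.69 to -5.74), Ddx3y (-3.35 to -2.65) and Eif2s3y (1.96 to 2.22) kept their direction and stayed past the threshold, with adjusted p up to 0.000453, 0.0226 and 0.0108. The counts of genes and of lists moved. With no filter on low counts 1004 genes were higher, without the variance trend 76 were higher and 70 lower, and the cause was not tested. At a threshold of 0.01, stricter by construction, 137 were higher and 229 lower. Leaving out 1 library gave 164 to 1001 genes higher and 233 to 1231 lower, the highest counts without gene-trap e, and the cause was not tested. Camera called 13 to 16 lists when 1 library was left out, 0 with an estimated correlation and, in its place, fry called 4 (29 for changes in either direction), again with no test of the cause. DESeq2 without gene-trap f gave 482 genes higher and 679 lower, against 602 and 866 with all 6 libraries. For Ddx3y its adjusted p was 2.83e-89 without gene-trap f and 6.55e-14 with all 6 libraries. The fit without mitochondrial genes gave 659 genes higher and 872 lower. Of 108 named genes past the threshold, 17 stayed past it under every alternative, and of 15 called lists 7 under each of 20 fit alternatives: immediate early, interferon, stress response, inflammatory, fibroblast, smooth muscle and ribosomal protein genes. Of these 7, fry, which is not among the 20, called only the immediate early and stress response lists (fry adjusted p = 0.0105 and 0.0354). For the others the fry adjusted p lay between 0.239 and 0.371. No direction was reversed among values past the threshold. The strains share only the replicate letters e and f, and whether these mark a shared isolation day is not given. Deviations correlated at 0.11 for e and 0.15 for f, but 2 pairs are too few to decide. A paired fit with the replicate block on these 4 libraries gave 643 genes higher, 776 lower and 14 lists. Y-linked genes such as Usp9y and Zfy2 had too few reads to be compared at this depth, and gene-trap f had the fewest reads.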

Other observations

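The hypoxia list, Bmp10 and Kcng4 and the small RNA classes were chosen only after the result was seen.

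Some genes known to respond to low oxygen fell, as Adm and Hilpda did, and others did not. On a list of 28 such genes written after these falls were noticed, 26 were measured, 13 fell, 2 rose (Stc2 and Nfil3, 0.47 and 0.41) and 11 did not pass, with a median log2 fold change of -0.28. The 13 include Adm and Hilpda, whose falls prompted the list, so the count is not separate support. Among all 13875 tested genes, 849 fell. Ankrd37 (-2.25 ± 0.28), the glucose transporter gene Slc2a1 (-0.59 ± 0.07), the prolyl hydroxylase gene Egln3 (-0.63 ± 0.09) and Vegfa (-0.35 ± 0.06) were among those that fell, while the glycolytic genes Ldha (0.02), Pgk1 (-0.02) and Hk2 (-0.02) did not pass.

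Part of the small nuclear and nucleolar RNAs rose with the trap. Of 38 tested snoRNAs, 16 rose and 0 fell, against 4.45% risers among the other 13837 tested genes, and of 12 snRNAs 4 rose and 0 fell. Of 9 scaRNAs 2 rose. snoRNAs took 0.0119%, 0.0114% and 0.0132% of non-mitochondrial reads in wild-type e, f and g and 0.0223%, 0.0219% and 0.0198% in gene-trap d, e and f.

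Kcng4, a modulatory potassium channel subunit gene, had 0 reads in the wild-type libraries and 79 in the gene-trap libraries, 23.2 normalized counts on average and between 19.9 and 29.1 in each. Against a floor of 3 counts over the group (1.01 normalized counts), it was at least 23.0-fold higher with the trap (limma adjusted p = 0.000435, higher in 3 of 3 libraries). Bmp10 was the opposite case, with 69.9 to 119 normalized counts in the wild-type libraries and 0 to 2.29 with the trap (limma adjusted p = 4.00e-05).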
